A study of Mus musculus with 188 samples. Its data were reported in "Single-cell replication profiling to measure stochastic variation in mammalian replication timing" (2018).

How the data were processed

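Single nuclei of 2 mouse embryonic stem cell (mESC) lines were sorted by DNA content, and the genome of each nucleus was amplified and sequenced at low coverage. Replicated DNA has a higher copy number than unreplicated DNA in the same cell, so read density along the genome of a single S-phase cell marks the regions that have already replicated. H129-2 is a haploid mESC line. F121-9 is a hybrid diploid line with 1 chromosome set from the 129 strain and 1 from Castaneus, so that reads over sequence variants can be assigned to a homolog. The labels name 188 cells, of which 86 are haploid S-phase, 96 are diploid S-phase and 6 are haploid G1 cells. Values were matched to 75 haploid and 63 diploid S-phase cells by plate well. The other 11 haploid S-phase, 33 diploid S-phase and 6 haploid G1 cells had no matched values and were not analysed here. A further 24 columns, 16 of binarized and 8 of smoothed values, belonged to 8 diploid cells that matched no labelled sample and were not used.

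Per the study's methods, the authors mapped reads to the mouse genome mm10 with Bowtie 2, removed duplicate reads and counted reads in 50 kb windows, scaled to the total reads of the cell. Chromosomes that were aneuploid in a cell were brought to the G1 and G2 mean. Coverage was divided by the mean of G1 and G2 control cells, which corrects mappability and amplification bias, and windows of extreme control coverage were masked. Each cell was then centered, scaled to an equal interquartile range and median smoothed. The deposited smoothed values are therefore a score without a fixed unit. They are relative within a cell and are not copy numbers, and a bin's score moves with the position of the cell in S phase.

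The second deposited table holds binarized states made by the authors, with 0 for an unreplicated and 1 for a replicated bin. The smoothed profile of each cell was segmented by piecewise constant fits and split at the threshold whose binary profile lay nearest to the segmented data. The binary values for this fit came from a mixture model of replicated and unreplicated segments. The skew of the data took its place in rare cells whose components were too close, most of them very early or late in S phase. In diploid cells, a segment was given different states on its homologs only where enough parsed reads were present and their asynchrony score fell outside the range of G1 and G2 cells. The limit for the 129 side lay slightly nearer 0 than the limit for the Castaneus side. Most segments therefore carry the same state on both homologs by default, which lowers every count of asynchronous bins. The authors removed cells with few reads and cells they judged outliers. Read numbers are not part of these values, so the depth of each cell is unknown and no interval for counting error is given.

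Both tables had 52685 bins of 50 kb, and 49588 of them had a binarized state, 46743 of these on autosomes. No chromosome had bins past its length in the mm10 reference. Bins were used when every cell had a state and at least 50% of the cells of each line had a smoothed score, which left 45112 autosomal bins, or 47812 with the X chromosome. Between 95.0% and 98.0% of the used bins had a smoothed score in a cell. Progress through S phase was the percentage of autosomal bins replicated, with the homologs of a diploid cell averaged. Population replication timing profiles were not used here. The scheduled time of a bin was its percentile rank in the mean smoothed profile of all other cells of both lines, placed on an S phase of 10 h. The cell itself was always left out of its own schedule. Time from scheduled replication was the scheduled time minus the time the cell had spent in S phase, so positive values belong to bins still to be replicated.

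Percentages replicated were taken in intervals of 0.1 h of time from scheduled replication with at least 100 values, or at least 20 bins within a single cell. A sigmoid with plateau K, slope B and midpoint M was fitted by non-linear least squares from starting values of 100, 0.7 and 0. T_width is the time from 25% to 75% replicated on the fitted curve. In the random control, the states of each cell were shuffled over its bins. In the deterministic control, each cell replicated its bins strictly in schedule order. Homolog T_width was fitted to the cumulative percentage of bins whose homologs differed, in all 63 diploid cells, because parsed read numbers were not used here. Its control moved the asynchronous bins of each cell along the autosomes by a random distance in 100 draws. Intervals at 95% came from 200 bootstrap draws of cells. They cover the sampling of cells from these cultures, and not differences between cultures.

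Pairs of cells within 1 percentage point of S-phase progress were compared for near bins, within 1 h of their scheduled time, and far bins, more than 3 h from it. Transitions were places where the schedule crossed 5 h. In cells with 40% to 60% of bins replicated, a transition was counted as matched when a change of state lay within 250 kb, and 100 circular shifts along each chromosome gave the control. Coordinated replication was the percentage of bin pairs over 10 Mb apart on 1 chromosome with the same state, for bins in the same 5 h of the schedule or in different ones. Its control exchanged the states of a cell among bins within the same 0.1 h of the schedule. For line differences, limma coefficients of the smoothed score were fitted per bin with S-phase progress as a natural spline with 3 degrees of freedom. The same fit between columns 1 to 6 and the other columns of each plate served as a yardstick.

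Each labelled sample is 1 cell, no separate cultures are named, and the labelled cells of each line carry the well positions of 1 plate. Cells were therefore not treated as replicates of a line. Values of the lines are set side by side with the SD over cells, with no test between lines and no p-values. Line, plate and library pool cannot be told apart. Permutation tests over cells, and a test per bin, had been planned before the data were examined and are not reported for this reason. The groups, the measures and most alternatives were also fixed before the data were examined. The planned rule for naming regions needed that test per bin, and a rule of size took its place after the spread of the differences had been seen. Neighboring bins with a difference of at least 0.5 in the same direction were joined over gaps of up to 2 bins, regions of at least 5 bins were kept, and the 3 largest mean differences in each direction are named. The bin filter, the plate yardstick, the moved control for homologs, the control for distant bins, the split of within-cell T_width by progress, the comparison of similar pairs of cells and the centering of chromosomes were also chosen after the data had been seen. For homologs, an exact sign test per bin was planned for bins with at least 6 cells replicated on 1 homolog alone.

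The fits were tested on simulated data. With simulated widths of 1, 2 and 4 h in the observed 138 cells and 45112 bins, mean recovered cell-to-cell T_width was 1.09, 2.03 and 3.87 h. These simulated bins were independent of their neighbors, unlike real ones. For the line comparison over 45112 bins, a difference of 0.5 added to 200 bins was recovered as 0.498 on average, with the right sign in 200 bins. These simulated scores were also independent between bins and did not change with S-phase progress. How well the fit adjusts for progress was therefore not tested. Genes were taken from the GENCODE mouse annotation of mm10. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, were used. The alternatives were another source or scale of the schedule, a schedule from the other line alone, inclusion of the X chromosome, other subsets of cells, 1 homolog alone, other windows and distances, binarized states in place of scores, other model terms and centered chromosomes.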

Results

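Copy number profiles of single S-phase cells were available for 75 haploid H129-2 and 63 diploid F121-9 mESCs, 138 cells in all. Each value is a smoothed score or a binarized replication state of a 50 kb bin in mm10, over 45112 autosomal bins. Sequencing depth per cell is unknown from these values. The labelled cells of each line carry the well positions of 1 plate and no culture is named, so the lines are described side by side without a test, and the SD is always the spread over cells.

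The first question was how far the cells of each line had progressed through S phase, since the haploid line was sorted with wider gates. The haploid cells had replicated 61.1% ± 16.9 of their bins (SD, n = 75), with a range of 24.6% to 88.6%. The diploid cells had replicated 54.1% ± 9.56 (SD, n = 63), with a range of 18.2% to 79.1%. The means differed by 7.0 percentage points. The SD of the haploid cells was 1.77 times that of the diploid cells. Counting bins with a smoothed score above 0 in place of binarized states moved the difference most, to 4.20 percentage points. Between 40% and 60% of bins were replicated in 25 haploid and 45 diploid cells, 70 in all, which are the mid-S-phase cells used below.

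Progress differed between the plate rows of the haploid cells. Plate rows accounted for 54% of the variance in haploid progress and for 7.69% in diploid progress. The 11 haploid cells of row A had a median of 30.6% replicated and ranged from 27.4% to 46.6%. The 8 haploid cells of row G had a median of 83.9%. Comparisons of the lines over all cells therefore also compare different parts of S phase, and values from mid-S-phase cells are given below for within-cell T_width and for the line difference per bin.

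**Figure D1:**
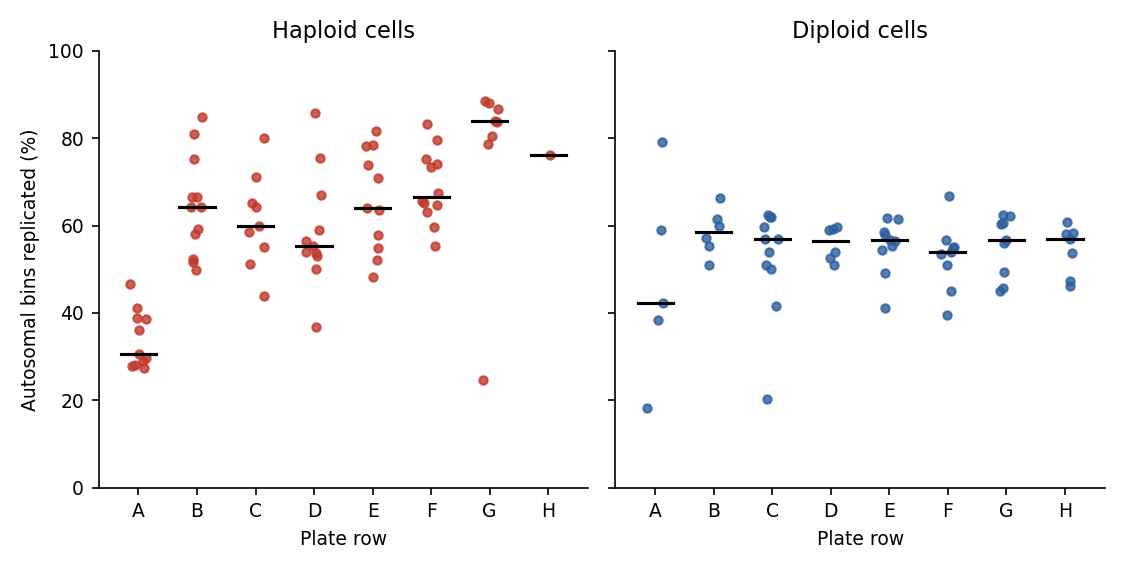
Each point is 1 cell, placed by plate row on the x axis and by the percentage of autosomal bins replicated on the y axis, with haploid cells on the left, diploid cells on the right and black bars at the row medians. Haploid row A has a median of 30.6% and row G a median of 83.9%, with 1 cell of row G at 24.6%.

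Next, the average of the single cells was compared between the lines. The mean smoothed profiles of haploid and diploid cells had a Pearson r of 0.943 across autosomal bins. Bins are not independent, so no p-value is attached. Random splits of the haploid cells into equal parts gave a median r of 0.982, with a range of 0.973 to 0.985 over 100 splits. The same for the diploid cells gave 0.986, with a range of 0.980 to 0.988. The lines thus differed from each other by more than random parts of a line did. The alternative that moved the correlation most was centering every chromosome in each cell, which raised r to 0.961. By chromosome, r ranged from 0.947 on chromosome 10 to 0.972 on chromosome 5. On chromosome 16, r was 0.960 over 1826 bins.

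**Figure D2:**
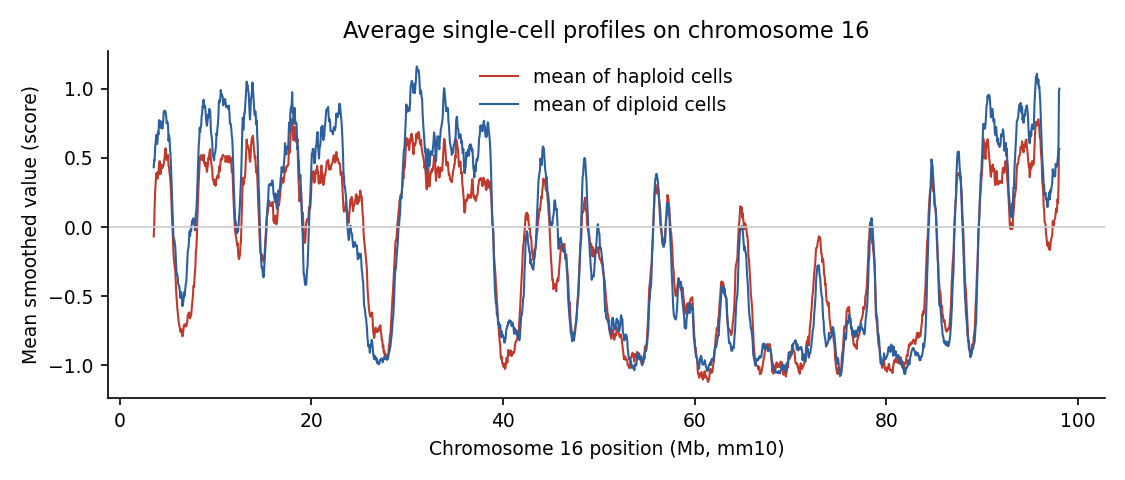
The mean smoothed score of haploid cells (red) and diploid cells (blue) is drawn against position in Mb along chromosome 16 of mm10. Peaks and valleys of the curves share most positions (r of 0.960), while the diploid curve lies higher over several early regions.

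To quantify cell-to-cell variation, the percentage of bins replicated was followed over time from scheduled replication. At 2.05 h ahead of schedule 10.6% of bins were replicated, and 53.5% were replicated within 0.1 h after the scheduled time. At 2.05 h behind schedule the share was 89.3%. The sigmoid fit had a plateau of 99.2%, a slope of 1.04 per h and a midpoint of -0.0722 h. Cell-to-cell T_width was 2.13 h, with a bootstrap interval of 1.99 to 2.19 h. Haploid cells alone gave 2.08 h (1.99 to 2.14 h) and diploid cells alone gave 2.15 h (1.93 to 2.26 h), so the intervals of the lines overlapped. Taking the schedule of each cell from the other line moved the value most, to 2.41 h. The random control had a T_width of 14.1 h and stayed between 13.8% and 90.1% replicated. In the deterministic control, 0% of bins were replicated 0.5 h before the scheduled time and 100% were replicated 0.5 h after it. Of all bins more than 1.5 h ahead of their scheduled time, 5.46% were already replicated. Of all bins more than 1.5 h past it, 4.51% were still unreplicated.

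**Figure D3:**
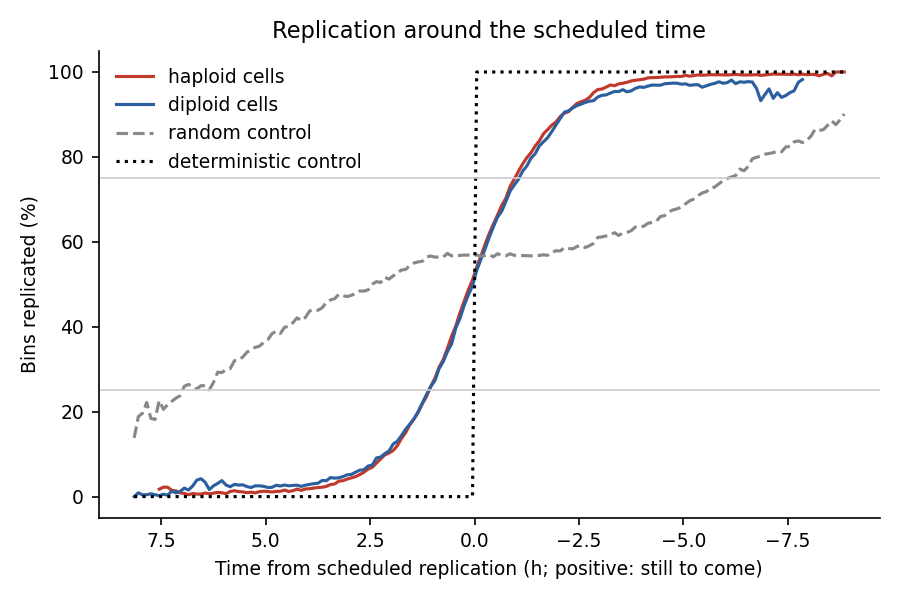
The percentage of bins replicated on the y axis is plotted against time from scheduled replication in hours on the x axis, which runs from bins still to be replicated on the left to bins past their time on the right, for haploid cells, diploid cells and both control models. Gray lines mark 25% and 75%, which the curves of both lines cross about 1 h before and 1 h after the scheduled time, whereas the random control needs 14.1 h on its fitted curve.

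Within-cell variation was then measured in each cell on its own. A diploid value is the mean over both homologs, which carry the same state by default at most bins. It thus mostly reflects the joint profile of both homologs, unlike a haploid value. Within-cell T_width was 2.08 ± 0.591 h in haploid cells (SD, n = 75) and 1.93 ± 0.482 h in diploid cells (SD, n = 61). The sigmoid could not be fitted in 2 diploid cells, the earliest of that line at 18.2% and 20.4% replicated. The means differed by 0.147 h, but they set unlike parts of S phase against each other. Below 40% replicated, T_width was 3.07 ± 0.908 h in haploid cells (SD, n = 11), with only 2 fitted diploid cells. In mid-S-phase cells it was 2.08 ± 0.157 h in haploid (SD, n = 25) and 1.93 ± 0.477 h in diploid cells (SD, n = 45), a difference of 0.152 h. Above 60% the difference was -0.0217 h, with 39 haploid and 14 diploid cells. Over all cells, the difference also changed direction with the schedule, becoming -0.0410 h with a schedule from binarized states and -0.112 h with a linear scale. A single curve over the within-cell values of all cells had a T_width of 2.00 h, close to the cell-to-cell value of 2.13 h and near the lower end of its interval. Both curves summarize the same states and times from schedule with other weights. Their closeness therefore cannot show whether variation within and between cells is alike. The within-cell random control had a T_width of 26.9 h.

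**Figure D4:**
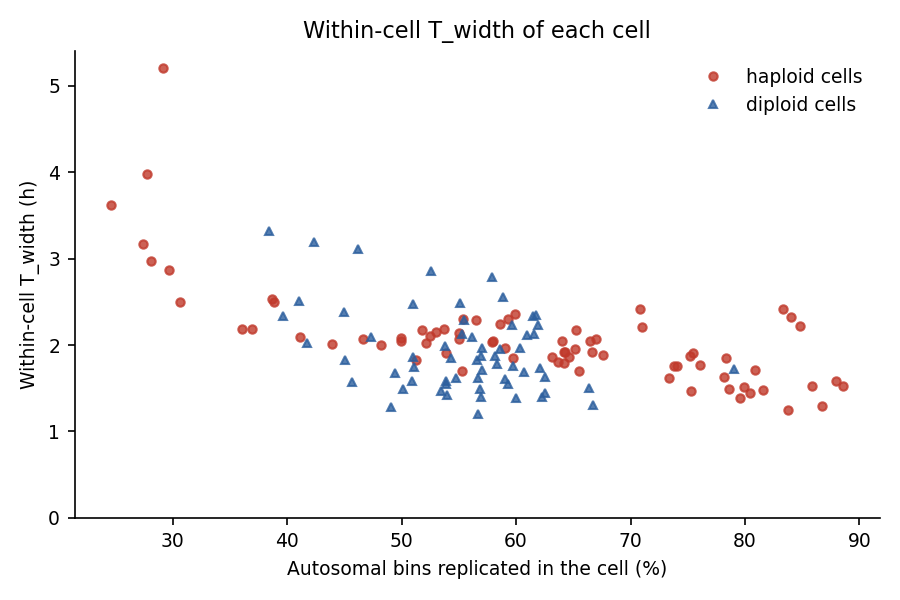
Each point is the within-cell T_width of 1 cell in hours on the y axis against the percentage of its autosomal bins replicated on the x axis, with haploid cells as red circles and diploid cells as blue triangles. Values lie between 1.20 and 5.21 h, and the highest ones belong to haploid cells with few bins replicated.

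The design also allowed early and late bins to be compared. Bins scheduled in the first 5 h had a cell-to-cell T_width of 2.74 h (2.37 to 2.86 h), and bins scheduled in the last 5 h had 1.87 h (1.81 to 1.92 h). Early bins were thus wider by 0.873 h, with an interval of 0.489 to 0.997 h that excluded 0. The difference was 0.596 h in haploid cells alone (0.478 to 0.696 h) and 0.950 h in diploid cells alone (0.215 to 1.16 h). Its highest value was 1.20 h with a schedule from the other line, and its lowest was 0.546 h with a linear schedule.

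For variation between homologs, bins were counted where only 1 homolog of a diploid cell was replicated. Such asynchronous bins made up 0.870% ± 1.59 of the bins of a cell (SD, n = 63), with a median of 0.264% and a highest value of 8.58%. No asynchronous bin was present in 18 of the 63 cells. The cumulative curve had a T_width of 5.20 h (4.42 to 5.96 h). With the asynchronous bins of each cell moved along the autosomes at random, T_width was 5.96 h on average and ranged from 4.96 to 7.12 h over 100 draws. Of these draws, 2 lay at or below the observed value. A curve without any link to the schedule is therefore not much wider, and this T_width is not on the same footing as the cell-to-cell one. The alternatives gave 4.92 to 5.44 h. Near bins were asynchronous in 1.0% ± 1.77 and far bins in 0.776% ± 1.53 of cases (SD, n = 63). The difference within cells was 0.226 ± 0.579 percentage points, and the near share was higher in 30 cells and lower in 15.

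The 129 homolog alone was replicated at 0.535% ± 0.928 of bins and the Castaneus homolog alone at 0.335% ± 0.693 (SD, n = 63). The difference within cells was 0.20 ± 0.410 percentage points. The 129 share was the higher one in 39 cells and the Castaneus share in 5. The limits for an asynchrony call were not the same on both sides, so this excess has no neutral baseline. Whether single bins favored a homolog could not be tested, since 0 of 45112 bins reached the minimum of 6 asynchronous cells. The highest number was 5 cells, found at 23 bins. In 195 bins with at least 4 such cells, 129 led in 114 and Castaneus in 39. In the 23 bins with 5 such cells the order was the opposite, with 129 ahead in 8 and Castaneus in 15. A stretch of 10 bins on chromosome 15, from 90950001 to 91450000, had 5 cells with only the Castaneus homolog replicated. It was chosen after its values were seen, and it holds Kif21a, Abcd2, CN725425 and Slc2a13.

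To see where pairs of cells differ, 404 pairs at matching S-phase progress were compared. Near bins differed in 42.4% of cases and far bins in 3.93%, a difference of 38.4 ± 3.08 percentage points (SD, n = 134 cells). It was positive in 134 of 134 cells. Over all bins, 17.3% differed, whereas states shuffled at random would differ at 44.8%. In haploid pairs, 40.6% of near and 2.91% of far bins differed. In diploid pairs the values were 41.5% and 4.62%. The other 151 pairs joined a haploid with a diploid cell and differed at 45.5% of near and 4.30% of far bins, so the pooled near share lies above that within either line. The alternative furthest from 38.4 was diploid cells alone, at 36.9 percentage points.

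Copy number shifts of mid-S-phase cells were set against the places where the aggregate schedule passes from early to late. The schedule had a median of 932 such transitions, and a cell had 928 ± 86.5 shifts (SD, n = 70). A shift lay within 250 kb of 53.2% ± 7.64 of the transitions, against 19.2% ± 1.70 when shifts were moved along the chromosome. The excess was 34 ± 7.44 percentage points and was positive in 70 of 70 cells. Haploid cells matched 52.1% and diploid cells 53.8% of the transitions. A distance of 100 kb lowered the excess most, to 21.8 percentage points.

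Whether distant bins replicated in a coordinated way was examined in the same cells. Bins over 10 Mb apart shared a state in 76.7% ± 3.89 of pairs from the same part of the schedule and in 24.2% ± 4.37 of pairs from different parts (SD, n = 70). The difference was 52.4 ± 8.13 percentage points. It was 52.6 ± 8.13 when the states of each cell were exchanged among bins of like scheduled time, which keeps the schedule and breaks any link between bins. The observed value thus restates how closely cells followed the schedule. The exchange keeps how many bins are replicated in each part of the schedule, which nearly fixes the share of pairs with the same state. This control therefore cannot decide whether particular distant bins were coordinated beyond the schedule. The observed difference was 52 ± 3.85 in haploid cells (SD, n = 25) and 52.7 ± 9.77 in diploid cells (SD, n = 45). The lowest alternative was 48.7 percentage points, with a schedule from the other line.

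Finally, the lines were compared bin by bin at matched S-phase progress. The haploid minus diploid differences had an SD of 0.193 over bins, against 0.0945 between the plate parts of the haploid cells and 0.0976 between those of the diploid cells. The spread between lines was thus 2.00 times the mean of these yardsticks. In mid-S-phase cells alone the ratio was lowest, at 1.39. The spread between lines was not smaller there, at 0.207, but the yardsticks were larger, at 0.171 for haploid and 0.127 for diploid cells. Each yardstick splits the cells of a single line, so its groups are smaller than the lines, which by itself widens it. In mid-S-phase cells only 25 haploid and 45 diploid cells were left to split. The ratio is therefore not like for like. A difference of at least 0.5 was found in 598 bins. Joined into regions, 113 bins in 12 regions were higher in haploid cells and 393 bins in 34 regions were higher in diploid cells. Centering each chromosome left 350 bins over the same limit, of which 257 were among the 598.

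The largest region higher in haploid cells by mean difference lay on chromosome 11, from 25450001 to 26600000, with a difference of 0.638. Its bins were replicated in 73% of all haploid and 11.5% of all diploid cells, without matching for S-phase progress. With binarized states in place of scores, the line difference was 52.4 percentage points. The difference in score fell to 0.363 after centering, below the limit of 0.5. This region spans Fancl and Vrk2 with 2 other protein-coding genes. A region on chromosome 19, from 55800001 to 56750000, differed by 0.603 and spans Tcf7l2 and 7 more genes. After centering it differed by 0.425. On chromosome 4, the interval from 15850001 to 16250000 with Calb1, Decr1, Nbn, Osgin2 and Ripk2 differed by 0.548, and by 0.506 after centering.

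Among regions higher in diploid cells, the largest mean difference was -0.763 on chromosome 12, from 113750001 to 114500000. Without matching for progress, it was replicated in 15.2% of haploid and 70.3% of diploid cells. With binarized states in place of scores, the line difference was -55.5 percentage points. This region holds 62 immunoglobulin V genes and no gene annotated as protein-coding. The others lay on chromosome 18. The interval from 3750001 to 5850000, with Map3k8, Svil and Zeb1 among 7 genes, differed by -0.705. The interval from 62250001 to 62950000, with Htr4 and Fbxo38 among 7 genes, differed by -0.681. All 3 kept differences beyond the limit after centering, at -0.698, -0.640 and -0.616. These regions describe the plates that were sorted, since a difference between lines was not separable from one between the plates. The only labelled control cells are 6 haploid G1 cells. A coverage difference between the lines other than replication was therefore not separable either, also where bins are called replicated.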

Values the study reported

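The study reported a cell-to-cell T_width of 2.7 h for S phase taken as 10 h long, and an aggregate within-cell T_width of 2.5 h. Its randomized controls had a T_width of 13.7 h between cells and 15.5 h within cells. For homologs, the study gave a T_width of 3.1 h from the 10 cells with the most reads after parsing.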

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

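Centering the chromosomes of each cell, leaving out 1 cell of each of the 3 similar diploid pairs, and comparing within-cell T_width in mid-S-phase cells or above 60% replicated, were tests chosen only after the results had been seen. The other alternatives were planned. Among 65 alternatives of 11 results, 55 kept the direction of the reported value and stayed within its spread, or within 1.5 times of it for ratios, which have no spread of their own. A further 7 moved more and 3 reversed. The homolog bias is not among these.

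The within-cell difference between haploid and diploid cells reversed, from 0.147 h to -0.0410 h with a schedule from binarized states, to -0.112 h with a linear schedule and to -0.0217 h in cells above 60% replicated. The other alternatives gave 0.0790 to 0.211 h. Its direction thus depends on how the schedule is built and on the part of S phase, and no test between the lines was made. The cause was not tested.

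Cell-to-cell T_width moved from 2.13 h to 2.41 h with a schedule from the other line, 2.35 h with a linear schedule, 2.24 h with centered chromosomes and 2.21 h with intervals of 0.2 h. With the schedule from the other line, the early minus late difference moved from 0.873 h to 1.20 h. The cause was not tested for these. Centered chromosomes raised the correlation of the line profiles from 0.943 to 0.961, with the cause not tested. The excess of copy number shifts near transitions fell from 34 to 21.8 percentage points at 100 kb, where by construction fewer shifts lie within reach.

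Progress through S phase, its spread, homolog T_width, variation near the scheduled time, coordinated replication and the ratio of line to plate spread kept their direction and stayed within their own limits in the alternatives run for them. Homolog T_width ranged from 4.92 to 5.44 h and the ratio of line to plate spread from 1.39 to 2.13. The number of bins with a line difference of at least 0.5 fell from 598 to 350 with centered chromosomes. The count of bins that could be tested for a homolog bias was 0 with 6 or 10 cells as the minimum, in mid-S-phase cells and with the X chromosome. Because no autosomal bin had more than 5 such cells, the stricter minimum and the subset of cells could only give 0. The test against the observed genome-wide 129 share was not run, because no bin could be tested. No paired analysis was possible because well positions and cell numbers only name cells and do not link haploid with diploid cells. Depth per cell is unknown, so how it limits the binarized states could not be examined.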

Other observations

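The tests for the haploid row G cell, for the other partners of the similar pairs, for profile separation, for the 129 excess and for chromosome and X chromosome means were chosen only after the result was seen. The similar pairs were also picked after the data had been seen, but their remaining tests, and those not named here, were written down before the values they measure were seen.

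Of the diploid cells, 3 pairs shared much of their deviation from the 20 cells nearest to them in S phase. The correlation over bins was 0.818 for cells 36 and 71, 0.584 for cells 25 and 75 and 0.528 for cells 29 and 67. Partners sat in different plate rows and columns. In bins more than 3 h from their scheduled time, where states hardly vary, the lowest correlation of the 3 pairs was 0.505, and the highest among the other diploid pairs was 0.455. Related cells that share a replication state alone would not match in those bins, which argues against that explanation. Gains or losses on a few chromosomes are argued against as well, because 19 of 19 autosomes had a correlation above 0.1 in each pair. Shared amplified DNA or reads between wells may be the source, since the correlation of 0.505 far from the scheduled time is what it needs. The pairs were picked by their correlation over all bins, so the margin over the other pairs is partly due to that choice. In the same bins, the best match of a pair with any other cell was 0.179 for cells 36 and 71, far under their own 0.795, which argues against an amplification bias common to many cells there. It stays open for cells 25 and 75, with 0.301 against 0.505, and for cells 29 and 67, with 0.452 against 0.536. No other biological explanation was tested.

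One haploid cell of row G, replicate 79, had 24.6% of bins replicated, while the other 7 cells of that row had 78.6% to 88.6%. A late cell with inverted states might look like this. Its smoothed profile had a positive skew of 1.66, and its mean correlation was 0.596 with the 11 cells of row A and 0.236 with the other row G cells. Both argue against inversion. A cell sorted from the early gate into another row, or a well named wrongly, stays open and was not tested.

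Within-cell T_width may depend on noise in the profile. Among diploid cells, those with a weaker separation of replicated and unreplicated bins had a T_width 0.512 h above those with a stronger one (2.19 ± 0.463 h against 1.68 ± 0.353 h, SD, n = 30 and 31). That is what noise needs, so it remains a candidate explanation for the spread of diploid values. Among haploid cells the same difference was 0.0425 h (2.10 ± 0.610 h against 2.06 ± 0.579 h, SD, n = 37 and 38), far under the spread, and the medians had the opposite order, with 2.01 h for weaker and 2.04 h for stronger separation. Separation and T_width both change along S phase, so each cell was also set against the median of the 10 cells of its line nearest in progress. Cells with a relatively weaker separation then exceeded the others by 0.521 h in the diploid and 0.113 h in the haploid line. Noise therefore stays open in haploid cells. Biological differences between cells stay open and were not tested.

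Early bins had a T_width 0.873 h wider than late bins. One candidate explanation is a schedule built mostly from mid and late S-phase cells, which could blur early bins. Simulated cells with a common width of 2 h and the observed progress gave at most 0.0277 h. Simulated cells do not bound real ones, and a simulated width of 1 h gave 0.143 h, so this explanation cannot be told apart from a real difference here.

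Homologs of a cell differed at 1.0% of near bins, whereas haploid cells at matching progress differed at 40.6%. The read minimum for an asynchrony call might leave only long segments to be called. Runs of asynchronous bins had a median of 14 bins, and runs of a single state over all bins of diploid cells had 29. The latter count asynchronous bins as replicated, and runs need not be the segments called by the authors. A call made within segments also fixes this outcome in part, so the read minimum stays open. Errors of the single-cell profiles might inflate the difference between cells. Haploid pairs differed at 2.91% of far bins, far below 40.6% but above the homolog value, and errors near a threshold would also gather near the scheduled time, so this stays open too. The 10 cells with the most asynchronous bins held 68.8% of all of them. Homolog T_width was 5.20 h. That is higher than the value quoted from the study above, which came from a few cells with the most parsed reads. The within-cell random control had a T_width of 26.9 h. That is higher than the value quoted from the study above.

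Of all asynchronous bins, 61.5% had the 129 homolog replicated. Earlier replication of 129 in a few regions may be considered, but 129 led on 18 of 19 autosomes, which argues against a few regions as the whole source. Chromosome 13 was the exception, at 0.448% for 129 and 0.60% for Castaneus. The limit for a 129 call lay nearer 0, and this and better mapping of 129 reads to the reference stay open and were not tested, as does a genome-wide difference between the strains.

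Chromosomes differed in mean score in haploid cells, with an SD over autosomes of 0.127 ± 0.0214, and hardly in diploid cells, with 0.0195 ± 0.00493 (SD over cells). A correction of each chromosome's mean in the diploid cells may be behind this. The SD of means was 0.275 times that of medians on average in diploid cells and 0.976 times in haploid cells. The cells ranged from 0.122 to 0.741 in the diploid line and from 0.440 to 1.79 in the haploid line, and since these ranges overlap the explanation stays open. Centering accounted for 30.8% of the variance of the line differences.

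The X chromosome was replicated less than the autosomes. The difference was -14.2 ± 4.50 percentage points in haploid cells (SD, n = 75), and the X share was higher in 0 of 75 cells. In diploid cells the difference was -5.96 ± 4.15 percentage points (SD, n = 63), with the X share higher in 3 cells. The mean smoothed score of the X chromosome minus that of the autosomes was -0.280 ± 0.0717 in haploid cells and -0.0111 ± 0.0308 in diploid cells. A correction of chromosome means, left open above, would also bring the diploid X score near that of the autosomes, so the lines are not compared on it. X copy number was not measured here in either line. It could contribute and stays open in both, as does late replication of the X chromosome itself.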
